A study of Mus musculus with 10 samples. Its data were reported in "Coordination of two enhancers drives expression of olfactory trace amine-associated receptors" (2021).

How the data were processed

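RNA was extracted from the whole main olfactory epithelium (MOE), the tissue that lines the nasal cavity and holds the olfactory sensory neurons (OSNs), of C57BL/6 mice at postnatal day 14. The mice carried 0, 1 or both alleles with both TAAR enhancers (1 and 2) deleted, and are called wild type (WT), heterozygous (het) and homozygous (homo). Each of the 10 libraries came from 1 sample, with 3 WT, 3 het and 4 homo libraries, and groups and replicate numbers were taken from the sample titles.

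The authors prepared directional libraries after poly(A) bead selection, aligned the reads to mm10 with Hisat2 and counted them per gene with featureCounts, and the deposited values used here are these raw counts. The annotation, the strand setting and the treatment of reads with several alignments were not stated. Genes with near-identical copies (the Taar7 and Taar8 genes, and Bglap, Bglap2 and Bglap3) and genes that overlap another gene are therefore uncertain as single genes. The authors also deposited a normalized signal table, in which each count was divided by 1 DESeq2 size factor per library. Raw and normalized values differed by a constant factor in each library. The raw table had 24421 rows, and 23129 rows were in the normalized table. All 1292 rows left out of the normalized table had names of microRNAs, small nucleolar RNAs or 4.5S or 45S RNAs, and they held 0.129% of the counts. Of the names in the raw table, 27 were dates, as a spreadsheet program makes from some gene symbols, and these rows were kept under the name given. No column was left without a sample.

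Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on genotype (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and a quasi-likelihood model with robust estimation was fitted to all 10 libraries with genotype as the only term. Of all rows, 3137 had no count in any library, and 17197 genes were tested, which held 99.97% of the counts. The common biological coefficient of variation was 13.9%. Contrasts between the 3 genotypes were tested with two-sided quasi-likelihood F tests, and p-values were adjusted by Benjamini-Hochberg over all genes tested. An adjusted p under 0.05 was called a change, and calls with a fold change over 1.5 were counted as well. For the family total, the 14 olfactory Taar genes had their counts summed into 1 row, which replaced the single genes in the same model. The het coefficient was tested against 0 and against -1 on the log2 scale. The latter is 50% of WT, the level if expression followed the number of intact alleles. The odorant receptor (OR) genes, taken as all symbols that start with Olfr, were tested as single genes and as 1 set with fry of limma 3.58.1, which allows for correlation between genes. Family totals per library were given as CPM, the raw counts scaled to the library total, and compared with exact two-sided permutation tests, in which the share of splits in the smaller tail was doubled. For the Taar total this test used log2 of CPM plus 0.1. Counted in this way the smallest p is 0.0571 with 3 libraries against 4 and 0.1 with 3 against 3, so that no exact permutation test of this form could reach 0.05. With 3 against 4 a count on the absolute difference, which was not used, can give a smaller p.

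Total counts per library ranged from 21423861 to 27712948. A floor of 3 counts, the upper limit that a count of 0 allows, was set for each library, and a fold against a group whose libraries were all at or under the floor was computed against the floor and is a lower bound. Confidence intervals were 95%. Intervals on counts and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Gene positions were taken from GENCODE release 21 of the mouse annotation on mm10, with 1-based coordinates, and 95.5% of the gene symbols had a single position there. Within each genotype no pair of libraries was alike to within sampling noise (chi-square per degree of freedom 14.2 to 48.4), and each was counted as 1 replicate.

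The tests were tested on simulated data. With 200 genes changed 2-fold in the homo libraries, 84.5% were recovered among 17064 genes tested and 13 unchanged genes were called. With 4-fold changes, 95.5% were recovered among 17061 genes tested. For 200 OR genes, which have lower counts, 37.5% of 2-fold changes were recovered among 17055 genes tested and 94% of 4-fold changes among 17058. With a simulated het Taar total of 50% of WT, all 20 of 20 draws differed from WT and 0 differed from 50% of WT. With a het total of 100% of WT, 0 of 20 draws differed from WT and 20 differed from 50% of WT. The OR set test called 1 of 20 draws with no shift and 20 of 20 with a shift of 0.5 on the log2 scale. Each gene was drawn independently, so these rates hold for uncorrelated genes. They do not give the error rate or power for real OR genes that vary together.

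The groups, the tests, the alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names the 14 olfactory Taar genes, Taar1 and Taar7c, the neighbours Slc18b1, Stx7 and Moxd1, the signalling genes Gnal, Adcy3, Cnga2, Ano2, Rtp1 and Rtp2, the receptors Olfr1507 and Olfr578, and outside the Taar family up to 10 genes with the smallest adjusted p under 0.05 in each contrast, or the 2 with the smallest p where none was under 0.05. Sex-linked genes were counted apart. Other genes are named with the remark that they were chosen after their values were seen. A further 10 lists of marker genes (mature OSN, immature OSN, OSN progenitor, sustentacular, respiratory ciliated, blood, immune, muscle, bone and cartilage, and receptors that are not G-protein coupled) were also written before the data were examined, and lists for nasal glands, olfactory bulb and the interferon response were added after a first look.

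Replicate numbers recur in the 3 genotypes, and the titles do not say what they mean. The deviations of same-numbered libraries from their group means, over genes other than the sex-linked ones, correlated at 0.178, 0.251 and 0.201 between WT and het, which by the rule used (all above 0.1) counts as paired. They correlated at 0.0481, 0.0471 and -0.0111 between homo and WT and at 0.0123, 0.236 and 0.139 between homo and het, which does not. By Xist and Y gene counts, same-numbered WT and het libraries also matched in sex, and homo libraries did not match either group. Number and sex can therefore not be told apart in these correlations. Alternatives were DESeq2 size factors in edgeR, library size only, no filter on low counts, a mean CPM of at least 1, estimation without the robust option, DESeq2 1.42.0, limma on the normalized table, only the 2 genotypes compared, a replicate block, a covariate for sex-linked expression, other set tests and family definitions, and leaving out each library in turn. A block in a fit of WT and het alone was added after the pairing had been seen. No library was left out of the results reported first. Reads, splice forms and the deleted segments themselves were not analysed here.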

Results

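Trace amine-associated receptors (TAARs) are olfactory receptors of a family apart from the ORs, and each OSN expresses 1 receptor gene. In mouse the Taar genes lie in 1 cluster on chromosome 10. RNA-seq of the MOE of WT mice and of mice with 1 or both alleles of TAAR enhancers 1 and 2 deleted was used to ask which genes need these enhancers, whether 1 intact allele is enough, and whether ORs or neighbouring genes are affected. The data comprised 10 libraries at postnatal day 14, 3 from WT, 3 from het and 4 from homo mice.

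Depth was similar in the 3 genotypes. Total counts ranged from 23132889 to 26763599 in WT, from 22796570 to 24593302 in het and from 21423861 to 27712948 in homo libraries. Between 19078 and 19477 genes had at least 1 count. The labels give no sequencing batch, date or sex. Xist counts were at least 18079 in 6 libraries and at most 27 in the other 4, and those 4 libraries (WT-1, het-1, homo-2 and homo-3) had at least 5252 counts of the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty, so that both sexes were present in each genotype.

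The enhancers themselves are not transcribed genes, and the labels could be compared only with their targets, the Taar genes. Loss of Taar counts is also the main result, so this is no independent check of the homo labels. It cannot tell WT from het labels, whose Taar counts overlap. The cluster spans 23920356 to 24109534 on chromosome 10 (mm10, 1-based), from Taar1 to Taar9. Of the olfactory Taar genes, Taar2 (23938572 to 23941583) has 2 annotated exons, and the other 13 have 1. Counts of the 14 olfactory genes summed to 915, 901 and 850 in the WT libraries, to 738, 862 and 759 in the het libraries, and to 2, 5, 3 and 5 in the homo libraries. Scaled to the library total (CPM), this was 35.4 ± 1.28 (SD, n = 3) in WT, 33.2 ± 2.78 (SD, n = 3) in het and 0.155 ± 0.0566 (SD, n = 4) in homo mice. In each homo library the Taar total lay below that of every WT and het library, in libraries with and without Y gene counts.

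**Figure D1:**
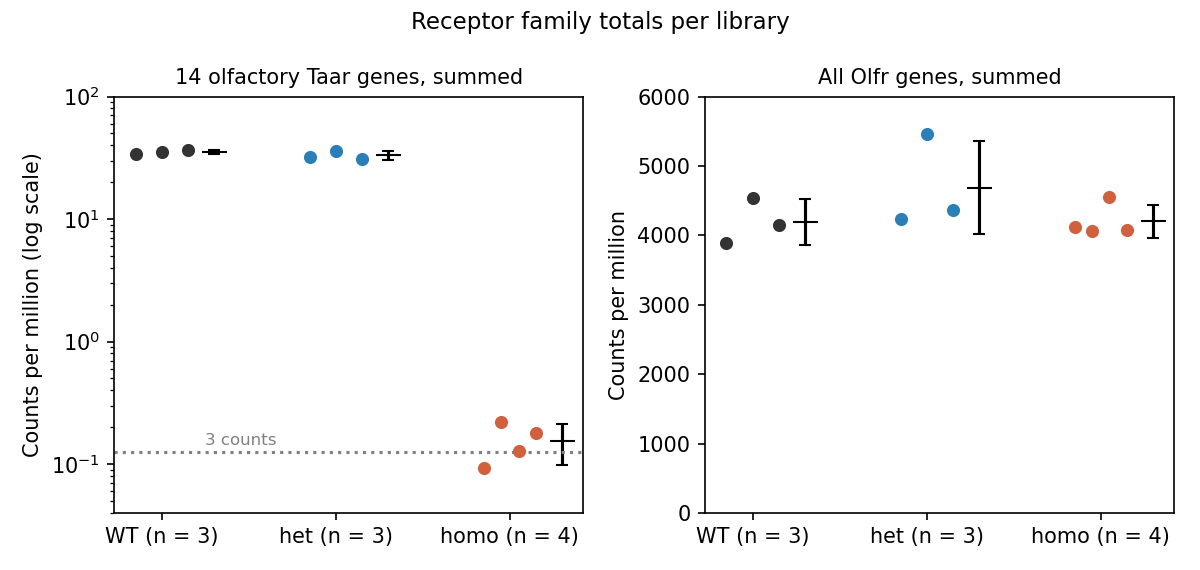
Summed CPM of the 14 olfactory Taar genes (left, log axis) and of all Olfr genes (right, linear axis from 0) for each library, by genotype, with each point 1 library and the bar its group mean with SD; the dotted line is the floor of 3 counts at the mean depth. The Taar total is 35.4 in WT, 33.2 in het and 0.155 in homo mice, while the 3 genotypes overlap in the OR total.

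The Taar total in homo mice was 0.439% of WT, a 228-fold difference of the means. In the model of all 10 libraries it fell by 7.77 on the log2 scale (SE 0.18), with an adjusted p of 3.98e-14 in edgeR. The exact two-sided permutation test gave p = 0.0571, the smallest it gives with the smaller tail doubled. Leaving out each library in turn gave log2 fold changes from -7.97 to -7.62. Of the alternatives, a total without the Taar7 and Taar8 genes moved it most, to -6.58. Against het mice the Taar total fell by 7.67 (SE 0.18, edgeR adjusted p 5.02e-14).

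As single genes, 12 of the 14 olfactory Taar genes passed the filter on low counts, and all 12 were lower in homo than in WT mice, with edgeR adjusted p from 1.68e-08 to 0.00046. All 12 were also under 0.05 when adjusted over the list alone. Only Taar8a and Taar8c were not tested. In the 4 homo libraries 9 Taar genes had 0 counts, and 13 were at or under the floor of 3 counts in every library, so that their folds are lower bounds. Taar6 (23984609 to 23985646, 1 exon) had 135, 118 and 111 counts in WT and 0, 0, 0 and 1 in homo libraries, which is at least 37.9-fold lower. Taar7a (23992405 to 23993481) had 98, 141 and 85 counts in WT and 0 in all 4 homo libraries, at least 33.7-fold lower. The smallest such bound among the tested genes was for Taar3, at least 8.03-fold lower. Taar4 (23960494 to 23961537) was the 1 gene above the floor. It had 50, 57 and 47 counts in WT and 0, 2, 3 and 4 in homo libraries, and fell by 4.37 on the log2 scale (SE 0.49, edgeR adjusted p 0.000182). Counts of the Taar7 and Taar8 genes are uncertain one by one, because near-identical copies can share reads, but no homo library had a read in any of them. Taar8a (2, 2 and 6 counts in WT) and Taar8c (10, 3 and 11 counts in WT) had too few counts to be tested and had 0 counts in the homo libraries. Taar1 had 3 counts in het-1 and 0 in the other libraries. Taar7c, annotated as a pseudogene, was not analysed here.

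**Figure D2:**
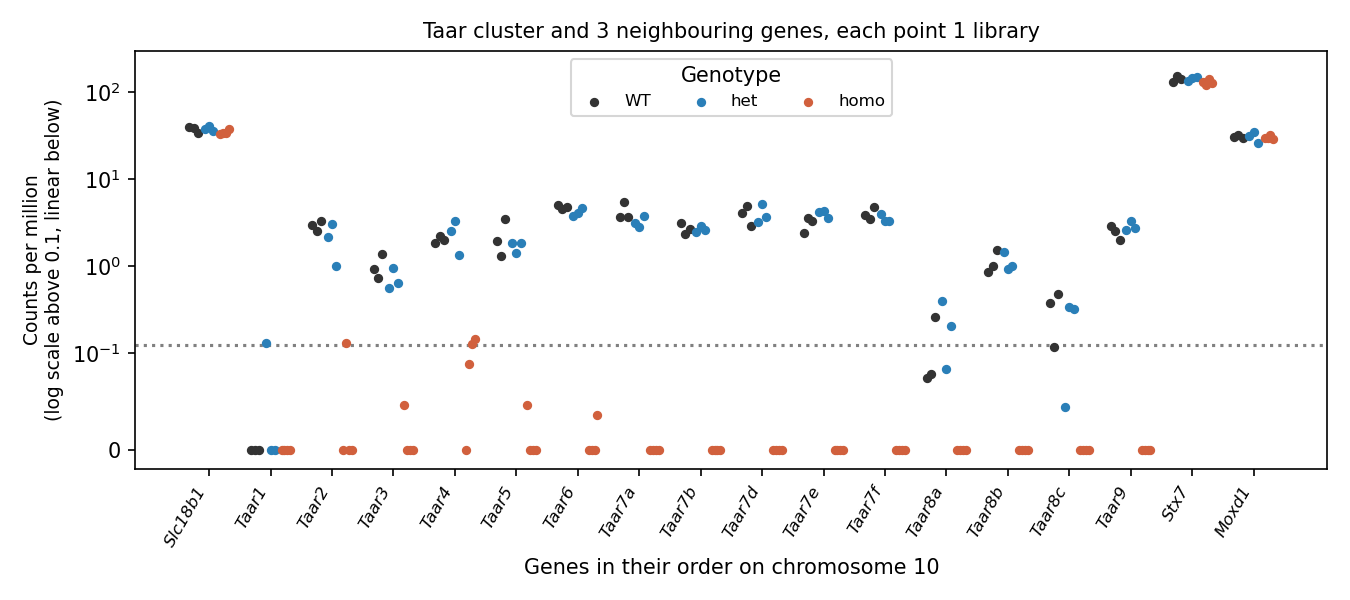
CPM of each Taar gene and of the neighbours Slc18b1, Stx7 and Moxd1 in their order on chromosome 10, with each point 1 library coloured by genotype (vertical axis log above 0.1 and linear below; the dotted line is the floor of 3 counts at the mean depth). In the homo libraries 9 olfactory Taar genes lie at 0, while the neighbours overlap between genotypes.

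Over the whole table, 12 of 17197 genes had an edgeR adjusted p under 0.05 between homo and WT mice, all with a fold change over 1.5, and these were the 12 Taar genes. A further comparison across the 3 genotypes gave 12 genes, the same 12. The replicate block moved the count between homo and WT most, to 19, and these included the 12 Taar genes. Without adjustment 414 genes (2.41%) had a p under 0.05. Outside the Taar family no gene passed. Sez6l (chromosome 5, 112419151 to 112577185, overlapping Gm6588) and Lmbr1l (chromosome 15, 98903917 to 98918231) had the smallest p. Sez6l was higher by 2.82 on the log2 scale (SE 0.60, edgeR adjusted p 0.288) at 0.773 ± 0.327 CPM (SD, n = 4) in homo and 0.107 ± 0.0288 CPM (SD, n = 3) in WT mice. Lmbr1l fell by 0.64 (SE 0.14, edgeR adjusted p 0.398), from 49.6 ± 12.2 CPM (SD, n = 3) to 31.9 ± 3.55 CPM (SD, n = 4). Without WT-3, which had 823 counts of Lmbr1l against 1514 and 1452 in the other WT libraries, Lmbr1l fell by 0.83 with an edgeR adjusted p of 0.00214.

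Between homo and het mice 13 genes had an edgeR adjusted p under 0.05, of which 12 were the Taar genes lower in homo mice, and 427 genes had an unadjusted p under 0.05. The other was Bglap3 (chromosome 3, 88368616 to 88372743), which was higher in homo mice by 0.98 on the log2 scale (SE 0.17, edgeR adjusted p 0.0394). It measured 22.6 ± 4.33 CPM (SD, n = 4) in homo, 11.5 ± 2.23 CPM (SD, n = 3) in het and 13.9 ± 1.65 CPM (SD, n = 3) in WT mice. Against WT its adjusted p was 0.757. This call was lost in 8 of the 10 fits that each left out 1 library, where edgeR adjusted p ranged from 0.0183 to 0.284 and was highest without het-3. Bglap3 has near-identical copies, so its count is uncertain.

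Whether 1 intact allele keeps Taar expression was asked with the het mice. The Taar total differed between het and WT mice by -0.093 on the log2 scale (SE 0.12, edgeR adjusted p 1), and the exact two-sided permutation test gave p = 0.3, where 0.1 is the smallest it gives. The ratio of het to WT was 93.7%, with a 95% confidence interval from 79 to 111%. Against 50% of WT (-1 on the log2 scale), the level if expression followed the number of intact alleles, the het total was higher by 0.91 (SE 0.12, unadjusted edgeR p 7.08e-07). No alternative changed either call, and leaving out each library gave differences from WT between -0.17 and -0.035. Reads were not assigned to alleles, so the total does not say which allele was active. As single genes, 0 of the 12 tested Taar genes differed, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Of these 8 were lower and 4 higher, with log2 fold changes from -0.49 to 0.38.

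Of all 17197 genes, 0 differed between het and WT mice, and 330 had an unadjusted p under 0.05. The smallest p were those of Lmbr1l, which fell by 0.58 (SE 0.15), and of Itgam (chromosome 7, 128062640 to 128118491, overlapping Gm49368), which fell by 0.67 (SE 0.18), both with an edgeR adjusted p of 1. WT and het libraries with 1 number deviated together, and they also matched in sex. With the replicate block in all 3 genotypes the count stayed at 0, and with the block in WT and het alone, a fit chosen after the pairing had been seen, it was 3 (Crisp1, Eps8l1 and Fos, named after their values were seen), none of them a Taar gene.

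For the ORs the question was whether the deletion reached other receptor genes. Of 1125 OR genes in the table, 1043 were tested. No OR gene had an adjusted p under 0.05 in any contrast, over all genes or adjusted over the list alone, and 33 (homo against WT), 48 (het against WT) and 60 (homo against het) had an unadjusted p under 0.05. The smallest edgeR p adjusted over the list alone was 0.991, 0.868 and 0.748 in the same order. The median SE of an OR gene was 0.255 on the log2 scale between homo and WT mice, so that changes under 2-fold in single OR genes were mostly not detectable at this depth. As a set, the median log2 fold change was -0.021 between homo and WT, 0.16 between het and WT and -0.17 between homo and het. The fry test of limma gave an unadjusted value of 0.921, 0.282 and 0.214 in this order, or 0.921, 0.423 and 0.423 when adjusted over the 3 contrasts. Without het-2, which had the highest OR total, the median fell to 0.0088 between het and WT and moved to -0.0098 between homo and het. The direction between homo and WT was not fixed, since leaving out each library gave medians from -0.077 (limma fry p at least 0.599 in all 10 fits) to 0.036, and the largest of these was without WT-2.

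The OR total was 4189.7 ± 327 (SD, n = 3) in WT, 4682.6 ± 671 (SD, n = 3) in het and 4201.8 ± 235 CPM (SD, n = 4) in homo mice. Exact two-sided permutation tests gave p = 0.971 for homo against WT, 0.4 for het against WT and 0.343 for homo against het, which adjusted over the 3 comparisons were 0.971, 0.6 and 0.6. Leaving out WT-1 moved the difference between homo and WT from 12.1 to -141 CPM, and leaving out each library in turn gave -141 to 184 CPM. Olfr1507 (chromosome 14, 52488791 to 52495749) measured 67.2 ± 13.7 CPM (SD, n = 3) in WT and 78.8 ± 10.8 CPM (SD, n = 4) in homo mice, and Olfr578 (chromosome 7, 102981608 to 102989324) 8.52 ± 1.51 and 9.89 ± 1.49 CPM (SD, n = 3 and n = 4). Both differences had an edgeR adjusted p of 1.

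Neighbouring genes were compared in the same model. Slc18b1 (chromosome 10, 23796986 to 23827968) measured 37.6 ± 3.39 CPM (SD, n = 3) in WT and 35 ± 2.21 CPM (SD, n = 4) in homo mice, a log2 fold change of -0.10 (SE 0.098). Stx7 (24149302 to 24190222) differed by -0.11 (SE 0.087) and Moxd1 (24223517 to 24302790) by -0.034 (SE 0.11), and all 3 had an edgeR adjusted p of 1. Of 14 genes outside the Taar family within 1 Mb of the cluster, 13 were tested and 0 changed in each contrast, with 1 unadjusted p under 0.05 between homo and WT (0.0406, edgeR, smallest of the 13) and 0 in each of the others. The 6 signalling genes Gnal, Adcy3, Cnga2, Ano2, Rtp1 and Rtp2, which serve olfactory signalling and receptor transport, differed between homo and WT mice by -0.11 to 0.076 on the log2 scale (SE 0.089 to 0.10), and 0 had an unadjusted p under 0.05.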

Values the study reported

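The double knockout line carried a deletion of 1205 bp for enhancer 1 (chr10 23,930,050–23,931,254, mm10) and of 1433 bp for enhancer 2 (chr10 23,987,372–23,988,804). In its RNA-seq comparison of homozygous with wild-type mice, the study reported 13 differentially expressed genes at q < 0.05 and a fold change above 1.5, and counted 12 Taar genes among them. Of the 14 functional Taar genes it listed 12 as significantly decreased.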

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

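The values below were picked out because 1 of the 4 homo libraries lay far from the other 3, by Dixon's criterion at the 95% level. Of 37 values checked in the homo libraries 3 stood out, and by chance about 1 in 20 does. The WT and het groups, with 3 libraries each, are too small for this criterion. No test of a cause was chosen for these 3 values, before or after they were seen, and the neighbouring values are given for a reader to weigh.

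Dmbt1 (chromosome 7, named after its values were seen) measured 837 CPM in homo-1 against 386, 342 and 393 CPM in homo-2, homo-3 and homo-4. The highest value in a WT or het library was 202 CPM, so the difference between genotypes did not rest on homo-1. The same library had the highest Lcn3 (1377 CPM) of the homo libraries, and the lowest total count (21423861), for which CPM corrects. Dmbt1 overlaps an annotated transcript of Fgfr2, and how the authors' counting treated such overlaps was not stated. No biological explanation for 1 library was tested.

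Bglap2 (also named after its values were seen) measured 36 CPM in homo-2 against 52, 50 and 49.5 CPM in homo-1, homo-3 and homo-4. Its near-identical copy Bglap was lowest in the same library, at 35.5 CPM against 50.7, 47.7 and 52 CPM, and reads that the copies share were not separated here. Bglap3 was not low there, at 25.3 CPM.

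The OR total was 4553 CPM in homo-3 against 4117, 4059 and 4078 CPM in homo-1, homo-2 and homo-4. The summed mature OSN markers were also highest in homo-3, at 9091 CPM against 8735, 7891 and 8369 CPM, which are values of the same neurons and not a test. The difference in OR total between homo and WT mice was 12.1 CPM with homo-3 and -105 CPM without it, where the exact permutation test gave p = 0.7.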

How the results depend on the processing

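All 52 results were computed again under 19 other settings and in 10 fits that each left out 1 library, as far as each applied, which gave 966 values. Of these, 922 kept their direction and their side of the threshold (or lay within the spread or within 1.5 times a count), 14 were weaker, 4 were stronger, 20 reversed in sign and 6 counts moved by more than 1.5 times. Single genes made up 531 of the values, with 503 the same, 12 weaker, 2 stronger and 14 reversed. The cause was not tested for any change described here, unless stated.

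The loss of Taar expression held throughout. Between homo and WT mice the 12 Taar genes were called in every setting except the filter at a mean CPM of at least 1, which removed 2 of them by construction and gave 10 genes, and the 10 fits that left out a library gave 12 to 14 genes. Leaving out a library gave 12 to 14 genes between homo and het mice, 12 to 14 across the 3 genotypes and 0 between het and WT mice. The log2 fold change of the Taar total ranged from -7.97 to -7.62 (homo against WT) and from -7.88 to -7.53 (homo against het) over those fits. In the exact permutation test on log2 of CPM plus 0.1 it was -7.14 and -7.05, with p = 0.0571 in both, the smallest that this number of libraries allows when the smaller tail is doubled, so that a value under 0.05 was out of reach of the test as it was run. DESeq2 called 13 genes between homo and WT mice, with Lmbr1l (adjusted p 0.046) beside the 12 Taar genes, and 16 between homo and het mice, with Bglap3, Dmbt1, Klk14 and Lcn3. Limma on the normalized table called 13 in each of these contrasts, the 12 Taar genes and Dmbt1. Over the 9 alternatives with all libraries that gave it a value, Lmbr1l had adjusted p from 0.046 to 1 between homo and WT mice, and limma did not call it.

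The replicate block moved counts of genes outside the Taar family. It gave 19 genes between homo and WT mice, 24 between homo and het mice (23 with a fold change over 1.5) and 22 across the 3 genotypes. The genes it added between homo and WT mice included Bglap3, Dmbt1, Obp2a and Obp2b, named after their values were seen. The homo libraries did not deviate together with the WT libraries of the same number, so these share only a number. Between homo and het mice 2 of 3 same-numbered pairs did (0.236 and 0.139) and 1 did not (0.0123), which falls short of pairing by the rule used. Homo-4 has no counterpart in either group. Between het and WT mice the numbers counted as paired by that rule, but same-numbered libraries also matched in sex. There the planned block gave 0 genes. A block in WT and het alone, chosen after the pairing was seen, gave 3 (2 with a fold change over 1.5). The block turned the median of the OR set between homo and WT mice from -0.021 to 0.0061, Moxd1 to 0.0026 and Adcy3 to 0.0027, all within their errors of 0. It changed no other call.

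Between homo and WT mice the OR results lay near 0 and changed sign easily. In the other contrasts the median of the OR set kept its sign over the fits without 1 library. It ranged from 0.0088 to 0.227 between het and WT mice and from -0.247 to -0.0098 between homo and het mice. Over the fits without 1 library, the median of the OR set between homo and WT mice ranged from -0.077 to 0.036, and the difference in OR total from -141 to 184 CPM. The camera test with a preset correlation of 0.01 gave p = 4.18e-10 for the OR set between het and WT mice (median 0.16) and 1.5e-12 between homo and het mice (median -0.17). Neither call held under fry or with the correlation estimated from the data (p = 0.159 and 0.117), and both medians came close to 0 without het-2.

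Among single genes, Ano2 lay at 0.0034 between homo and WT mice and changed sign with library size only (-0.0016), a mean CPM of at least 1 (-0.00037) and the sex-linked covariate (-0.00076), and ranged from -0.046 to 0.046 over the fits without 1 library. Over those fits Gnal ranged from -0.068 to 0.053, Adcy3 from -0.067 to 0.053 and Rtp1 from -0.097 to 0.024. None of these had an adjusted p under 0.05 in any setting. Bglap3 between homo and het mice kept its direction in the 9 settings with all libraries that gave it a value and in the 10 fits without 1 library, where it was 0.83 to 1.10. Its adjusted p ranged from 7.19e-05 (DESeq2) to 0.0737 (without robust estimation) over those 9 settings and from 0.0183 to 0.284 without 1 library. Limma on the normalized table did not call it. Without robust estimation the gene called beside the Taar genes was Dmbt1 in its place.

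Depth limits single receptors more than families. In homo libraries a count of 0 allows up to 3 counts in totals of 21423861 to 27712948, so the loss is stated as at least 8.03-fold to at least 37.9-fold for the tested genes at or under the floor. Taar4 lay above it, and for Taar8a and Taar8c, which were not tested, the bound is lower. For OR genes, 2-fold changes were recovered for 37.5% of 200 simulated genes, so that a count of 0 OR genes leaves room for smaller changes.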

Other observations

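The tests of the Taar reads left in homo libraries, of bone, gland and bulb tissue, of reads shared between Bglap copies and of the OR total were chosen only after the result had been seen, and the criteria for bone and for gland tissue were reset after earlier versions had been seen. The counts of other splits, the covariate for sex and the tests of transcript length and of interferon genes were set before their results were seen.

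How often other splits of the same libraries gave as much was counted for each result. Between homo and WT mice, 3 of the 35 splits gave at least 12 genes, the real one included. Of the 34 other splits 32 gave 0 genes, and 2 gave as many or more, up to 113. For Taar genes alone it was 1 of the 35. All 35 of 35 gave at least as many OR genes, which was 0 for the real one, and 28 of 35 gave a median of the OR set as far from 0. Between homo and het mice, 1 of the 35 splits gave as many genes, with at most 10 in the others, 1 of 35 as many Taar genes, 35 of 35 as many OR genes and 9 of 35 as large an OR set median. Between het and WT mice all 10 of 10 splits gave as many genes, Taar genes and OR genes (0 of each, so that this says nothing), and 5 of 10 as large an OR set median, and 10 splits cannot give a share under 0.05. The real split parts 3 same-numbered pairs, as do 4 of the 10, and the other 6 part 1. Over the 3 genotypes, 4 of 100 groupings gave as many genes, the real one included, and the others were random draws, with up to 299 genes in 1 of them.

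The other splits that gave at least 12 genes set libraries of both genotypes against each other. They were chosen for that number, so what follows describes these libraries and is no comparison of genotypes. The split of WT-3, homo-2 and homo-4 from the rest gave 113 genes, 64 higher and 49 lower, with 0 Taar genes. The higher genes had a median transcript length of 5440 against 2062 bases in the lower ones (permutation p 1e-05, the smallest 100000 permutations give), and a GC content of 55.6 against 49% (permutation p 1e-05), over the 104 with a transcript in the annotation. Across 16546 genes, which are not independent, the Spearman correlation of the log2 fold change was 0.168 with length and 0.235 with GC content. A difference between libraries in RNA quality or in the length or GC content of what was captured may lie behind this split. Between homo and WT mice the correlation with length was 0.191, no weaker, while that with GC content was 0.0358, so a length trend, but hardly a GC trend, could also add to small differences between these genotypes.

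The split of WT-2, homo-1 and homo-4 gave 15 genes, all higher, with 0 Taar genes. They included Irgm1, Gbp2, B2m and Cd74, named after their values were seen. Of 16 other interferon response genes, written down before this test, 15 were tested and all 15 were higher in these libraries, with a median log2 fold change of 0.718. Each of the 3 animals may have had an ongoing immune response unrelated to genotype. Its source was not tested, and health records were not used here. All 3 libraries were high in Xist, while on the other side of the split only WT-3 was. The split therefore nearly follows sex, which was not tested as a cause.

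The 15 Taar reads left in the homo libraries all fell in Taar2, Taar3, Taar4, Taar5 and Taar6, the genes on the Taar2 side of enhancer 2, and 9 of them in Taar4, in 3 of the 4 libraries. In WT and het libraries these genes held 35.3% of Taar reads and Taar4 6.47%. Whether the reads were drawn from the same mix of Taar genes was tested over all 14 genes, without grouping them by place. With every read taken as independent, a simulated goodness-of-fit test gave 0.00016, but reads can be copies of 1 molecule, and this covers counting error only. With each gene counted once per library (7 in all), it gave 0.0901, so this test does not decide. The absence of Taar7 and Taar8 reads, 0 of 15 where these genes held 56.8% in WT and het libraries, leans against the same mix. With each gene counted once per library, a Fisher test of this absence gave an unadjusted p of 0.00282. However, this grouping was made after the counts had been seen, so this p is not that of a planned test. Reads that spilled over from the WT and het libraries were estimated from Y genes, with 7 reads in the 6 libraries with Xist. At that rate 0.59 Taar reads are expected in the 4 homo libraries, far fewer than 15. Spill from libraries outside this data set, such as those of sorted Taar neurons in the same study, was not covered. It cannot be excluded, because the labels give no sequencing batch. By in situ hybridization the paper found no Taar-positive cells in homo mice. A low level of transcription that needs neither enhancer stays open and was not tested, and no strand or splice information was used here.

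Bglap3 was higher in homo than in het mice. An unequal number of male and female mice is argued against, since the covariate left the fold change at 0.957, although the adjusted p rose to 0.0564. Reads shared with Bglap and Bglap2 stay open. The sum of the 3 genes rose by 0.201 (SE 0.11), and the sum of the copies alone was at 0.062 (SE 0.13) where a fall to -0.191 would balance the rise, a gap of under 2 standard errors, so a shift of reads and a real rise cannot be told apart. More bone in the dissected tissue stays open too. The bone and cartilage list had a median of 0.32 on the log2 scale, with Col2a1 at 0.43 (SE 0.15), Ibsp at 0.34 (SE 0.35) and Col1a1 at 0.30 (SE 0.26), all upward but less than the 0.98 (SE 0.17) of Bglap3, and Bglap at 0.061 (SE 0.13) is uncertain because of the shared reads. Against WT mice Bglap3 was higher by 0.71 (SE 0.17, edgeR adjusted p 0.757), while the bone and cartilage list had a median of 0.02. Mean CPM in homo and WT mice was 2840 and 2880 for Col1a1, 367 and 355 for Ibsp, and 19.5 and 16.7 for Col2a1. These values lean against bone for the rise over WT, which was not called. Between homo and het mice more bone cannot be told apart from a rise of Bglap3 alone. With 1 gene called, lost in 8 of 10 fits without 1 library, a biological reading is not drawn.

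Dmbt1, Lcn3 and Klk14, named after their values were seen, were higher in homo mice, by 1.77 (SE 0.39), 1.68 (SE 0.38) and 1.37 (SE 0.33) against het mice. In each of them all 4 homo libraries lay above all 6 others. DESeq2 called the 3 genes, and the edgeR model reported first did not (adjusted p 0.999 for each). Other edgeR fits between homo and het mice called Dmbt1 (without robust estimation and with the replicate block) or Dmbt1 and Lcn3 (without homo-1). More gland tissue in the homo dissections stays open. Against het mice the other gland genes (12 of 14 tested) had a median of 0.271 (limma fry p 0.0994). Of these Lcn4 (2.06, SE 0.83), Obp2b (1.45) and Obp2a (1.19) went along, while Bpifb9b, the most abundant, was at 0.04 (SE 0.44) and Scgb1c1 at 0.012 (SE 0.14). Against WT mice the 3 genes were higher by 1.66 (SE 0.39), 1.34 (SE 0.37) and 0.90 (SE 0.32), and the other gland genes had a median of 0.462 (limma fry p 0.112), with Obp2b at 1.48 (SE 0.46), Bpifb9b at 0.52 (SE 0.45) and Scgb1c1 at -0.17. Since the list was divided, more gland tissue cannot be told apart from a change of these genes in either contrast. A change in 1 type of gland cell was not tested.

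Sez6l, with few counts, was higher in homo mice. Olfactory bulb tissue in the dissections would raise other bulb genes, and 11 of 12 tested had a median of 0.231 between homo and WT mice (limma fry p 0.18), which goes the right way without passing. Bulb tissue therefore cannot be told apart from a change in the epithelium at these counts. In the 10 lists written before the data were examined (mature OSN, immature OSN, OSN progenitor, sustentacular, respiratory ciliated, blood, immune, muscle, bone and cartilage, and receptors that are not G-protein coupled), 0 of 30 tests had an unadjusted limma fry p under 0.05, and the smallest adjusted p was 0.993. The mature OSN median was -0.027 between homo and WT mice and that of sustentacular cells 0.097. The blood list, with 1 of 5 genes tested, and the muscle list, with 2 of 4, were too short to say anything.

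If neurons that would have chosen a Taar gene expressed an OR instead, the OR total should rise by about the Taar total. That total was 0.845% of the OR total in WT mice, while the OR total varied between libraries by 7.81% (SD) in WT and 5.6% in homo mice, so such a rise cannot be told apart from none. Class I ORs, 124 genes between 102476579 and 105369355 on chromosome 7, measured 364 ± 23.9 CPM (SD, n = 3) in WT and 376 ± 32.4 CPM (SD, n = 4) in homo mice (exact permutation p = 0.629).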
